A study of Homo sapiens with 24 samples. Its data were reported in "Genome-Wide Profiling of H3K56 Acetylation and Transcription Factor Binding Sites in Human Adipocytes" (2011).

How the data were processed

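The 24 arrays are Affymetrix Human Genome oligonucleotide arrays, 1 column of values per array with no pooling. The values are log2 expression made by the authors by robust multi-array average (RMA), with background correction, quantile normalisation between arrays and median polish of the perfect match probes in a Bioconductor package whose version is not given. All columns shared nearly the same quantiles and none needed a further transformation, so they were used as deposited. Of 54675 probe sets, 41091 carry 1 gene symbol, 1801 carry several and 11721 carry none, and 41037 were matched to the gene table by gene number. The 62 Affymetrix control probe sets were kept for RNA quality alone.

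Each gene took the probe set with the highest mean over the 24 arrays among those with 1 symbol, which gave 19740 genes. Genes that could identify a donor were left out. A gene was tested if at least 2 arrays reached a log2 value of 5, which left 14390 genes. A single linear model with 12 group means was fitted in limma 3.58.1 under R 4.3.3, with 12 residual degrees of freedom. The 15 contrasts compared the untreated fractions, TNF with untreated, insulin with untreated, insulin after TNF with TNF alone and the TNF by insulin interaction in each of 3 preparations, and the difference of the TNF and of the insulin effect between the fractions. Tests were limma's moderated, two-sided tests, Benjamini-Hochberg adjusted within each contrast, and a gene is called at an adjusted p below 0.05.

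The 35 gene lists, with 507 members named and 466 measured, were tested with camera of limma at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over all 525 pairs of list and contrast. Members were counted as called over all genes tested and adjusted over the list alone. Genes were named by a rule: the 10 largest increases and 10 largest decreases that were called and had no overlap between the arrays of the groups (for interactions and differences between fractions, the 4 largest each way), up to 4 members of each list, and a set of check genes such as ADIPOQ, PPARG, IL6 and EGR1. The text prints only part of the genes so named, and some of the largest changes are left out. The immediate early genes compared between the mixed culture and the fractions, and the genes quoted for levelled values, were picked after their values were seen. The samples, lists, contrasts, their tests, the naming rule and the other processing settings, except levelling, were fixed before the data were examined. Tests of technical explanations came later, and those chosen after a result was seen are named with them.

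The share of the adipocyte fraction in the RNA of the mixed culture was solved for each gene on the linear scale from mixed = share × adipocyte + (1 − share) × stromal. It used genes called and at least 4-fold apart between the untreated fractions, and the median was taken. The stromal signal in the adipocyte fraction was the ratio of adipocyte to stromal level over genes called and at least 8-fold higher in the stromal fraction averaged over the treatments. RNA quality was the 3' minus 5' difference of control probe sets. Replicate numbers were taken not to pair arrays across groups, since the deviations of replicates correlated at −0.146 to 0.156 over 66 pairs of groups, with a median of 0.002.

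The other settings tried were a block for replicate number, no filter, cyclic loess scaling, the mean of all probe sets of a gene, a variance trend with robust fit, a fit on the arrays of the compared preparations alone, contrasts averaged over the other treatments, and leaving out each array in turn. An array left alone in its group is then assumed to vary like the other groups. One more was chosen after seeing the data: levelling, in which each treated adipocyte array is taken as a mixture on the linear scale and the stromal share in excess of the untreated adipocyte fraction is removed. A first form of it, which subtracted that share without rescaling the remainder, lowered dim genes and was replaced. With 2 arrays per group, regrouping of arrays and tests for a single outlying array were not applied.

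The code was tried on simulated values with known changes. At 2-fold it found 98% of the changed genes between fractions and 100% for TNF and for insulin in each fraction, and at a log2 size of 0.5 it found 72% to 90%. At a log2 size of 0.25 it found 14% to 20%, so most changes that small were missed in the simulation. It changed only 200 of 14390 genes per comparison, whereas 2633 to 7623 genes were called in the same contrasts of the data. The adjusted threshold is less strict when more genes change, so these percentages need not apply to the data. False calls were 8 among 152 between fractions, 7 among 153 for TNF in the adipocyte fraction, 11 among 163 for TNF in the stromal fraction, 17 among 168 for insulin in the adipocyte fraction and 10 among 157 for insulin in the stromal fraction. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 prepared the values, and matplotlib 3.10.9 drew the plots.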

Results

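Gene expression was measured on 24 oligonucleotide arrays of human mesenchymal stem cells that had been taken through 19 days of adipogenic differentiation in culture. The arrays cover 3 preparations of such cultures: the mixed culture as grown, the buoyant adipocyte fraction that floats after centrifugation, and the pelleted stromal fraction that stays below it. Each preparation was either left untreated or given tumour necrosis factor (TNF, an inflammatory cytokine, 10 ng/ml for 24 hours), insulin (20 nM), or TNF followed by insulin. A serum starvation of 5 hours came before insulin. The insulin exposure is given as 2 hours in the protocol and as 5 hours in the source names. This made 12 groups of 2 arrays, so n = 2 per group throughout, and that small number limits the precision of every value. The growth protocol in the labels includes formaldehyde cross-linking of the adipocytes, and the labels do not say whether it applied to the cells used for RNA. The p-values measure only the spread between these samples, which may be technical.

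Levels are log2 expression values and differences are log2 units, in which 1 is a 2-fold difference. Arrays of the same group correlated at 0.9957 to 0.9973 across probe sets, and arrays of different groups at 0.9596 to 0.9948. The median gene had an SD of 0.0905 between replicate arrays. The 3' minus 5' difference of the ACTB control probe sets, a sign of RNA integrity, averaged 0.991 in the adipocyte fraction (0.894 to 1.148, 8 arrays), 0.754 in the stromal fraction (0.593 to 0.913) and 0.776 in the mixed culture (0.653 to 0.942). The ACTB difference also moved with treatment. Both TNF arrays and both insulin arrays lay below both untreated arrays in each preparation. Signal under a log2 value of 5, the filter value, was taken as near background. Differences from or to such a level are given on the log2 scale of the array signal alone, with the level marked as near background, and do not measure the size of a change in RNA. For each of the genes with the greatest changes named here within a fraction or between fractions, both arrays of the higher group lay above both arrays of the lower group.

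The untreated adipocyte and stromal fractions were compared to learn which transcripts part the lipid-laden cells from the cells that pellet with them. Lipid genes were moderately higher in the adipocyte fraction, while matrix genes were far higher in the stromal fraction. The 10 largest increases named by the rule also held LINC02996 (3.21), HINT3 (2.86), AP3B2 (2.77), RGCC (2.66), PKP2 (2.63) and SV2A (2.55). LINC02996 and HINT3 exceeded every lipid gene given here. FAR2, a fatty acyl-CoA reductase, stood at 10.03 ± 0.04 (SD, n = 2) against 7.23 ± 0.04, a difference of 2.80 (SE 0.0788, adjusted p = 6.13e-14). GPAT3, which acylates glycerol-3-phosphate on the way to triglyceride, was higher by 2.72 (7.19 ± 0.02 against 4.46 ± 0.07, near background). PDE3B, the phosphodiesterase through which insulin restrains lipolysis, was 4.76-fold higher, and HPGD, which inactivates prostaglandins, was higher by 2.59. In the other direction CLDN11, a tight junction protein, was near background in the adipocyte fraction (3.63 ± 0.06 against 10.19 ± 0.02, difference −6.57, adjusted p = 8.09e-13). MFAP5, a microfibril component, was near background there too (3.91 ± 0.23 against 10.11 ± 0.03), and CCN2, a matricellular growth factor, was 64.2-fold lower. POSTN, ITGBL1, MGP and COL8A1, all coding for matrix or matrix-binding proteins, differed by −6.15, −5.81, −5.73 and −5.65, with POSTN and COL8A1 near background in the adipocyte fraction.

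The master regulators of adipogenesis were higher in the adipocyte fraction, PPARG 2.35-fold (11.86 ± 0.11 against 10.63 ± 0.06, adjusted p = 1.28e-09) and CEBPA 2.37-fold (adjusted p = 3.17e-08). LPL, the lipase that releases fatty acids from lipoproteins, was higher by 0.83, and PLIN1, the coat protein of the lipid droplet, by 0.30. The most abundant adipocyte transcripts lay near the top of the scale, which ended between 14.76 and 14.88 on the arrays, so that saturation can hide a difference. ADIPOQ, which codes for adiponectin, was at 14.43 ± 0.01 against 14.25 ± 0.06 (adjusted p = 0.00329), and FABP4, a fatty acid carrier, at 14.72 ± 0.05 against 14.57 ± 0.02 (adjusted p = 0.0073). Those differences were 0.02 and 0.00 after cyclic loess scaling. The ADIPOQ call was lost without stromal untreated replicate 1 (adjusted p = 0.0565), and the FABP4 call without that array or without adipocyte untreated replicate 1 (adjusted p up to 0.0762). LEP, the leptin gene, was 3.57-fold lower in the adipocyte fraction (5.50 ± 0.16 against 7.33 ± 0.28, adjusted p = 1.11e-06). COL1A1 was 39.4-fold lower, THY1, a surface marker of mesenchymal cells, 25.7-fold lower, and ACTA2, the smooth muscle actin, 7.24-fold lower (9.47 ± 0.04 against 12.32 ± 0.02).

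**Figure D1:**
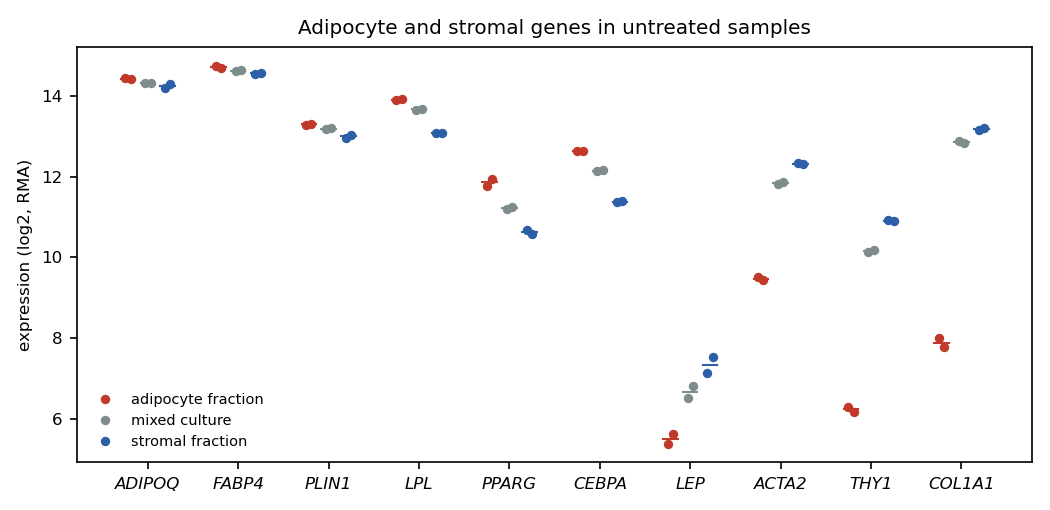
Log2 expression (vertical axes) of 10 genes on each untreated array (points) of the adipocyte fraction, mixed culture and stromal fraction, with bars at the mean of 2 arrays. ADIPOQ and FABP4 lie close together in the 3 preparations, whereas COL1A1 falls from 13.19 in the stromal to 7.88 in the adipocyte fraction.

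All 18 measured genes of the extracellular matrix list were lower in the adipocyte fraction, and 18 when adjusted over the list alone, with a median of −3.53 (COL1A1 −5.30, THBS2 −4.62). Their test gave an adjusted p of 1.83e-16, and adjusted p = 0.077 with an estimated correlation. All 11 genes of the contractile cell list were lower too, 11 when adjusted over the list alone, among them TAGLN, an actin-binding protein, at −5.39 (adjusted p = 3.81e-12). That list also holds TGFBI (−5.31), CCN1 and CCN2, which code for secreted matrix-associated proteins. Of 16 chemokines 13 were lower, 13 when adjusted over the list alone, led by CXCL6 (−5.56, near background in the adipocyte fraction), CCL2 (−5.46) and CXCL8 (−5.22). That list had adjusted p = 5.58e-10, and adjusted p = 0.0752 with an estimated correlation. Among 12 surface markers of mesenchymal stem cells 9 were lower and 2 higher, counts that stood at 9 and 2 when adjusted over the list alone. PDGFRA at −4.70 led them, and MCAM at 0.86 went the other way (adjusted p = 0.000131 for the list, adjusted p = 0.163 with an estimated correlation).

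Of 22 adipocyte markers 20 were higher and 2 lower in the adipocyte fraction, and likewise 20 and 2 when adjusted over the list alone. Examples are CIDEA (2.01), a lipid droplet protein, and PCK1 (1.85), which feeds glyceroneogenesis, and the lower members were LEP and CFD (−0.58). The list gave an adjusted p of 1.64e-06, and adjusted p = 0.214 with an estimated correlation. Fatty acid and triglyceride synthesis had 17 of 18 genes higher, 17 adjusted over the list alone, with PNPLA3 at 1.95 and THRSP at 1.81 (adjusted p = 1.8e-09, and adjusted p = 0.171 with an estimated correlation). All 15 genes of cholesterol synthesis and uptake were higher, 15 adjusted over the list alone, such as HMGCS1 at 1.42 (adjusted p = 3.14e-08, and adjusted p = 0.0752 with an estimated correlation). Branched-chain amino acid catabolism was higher in 15 of 15 genes, 15 adjusted over the list alone, with MCCC1 at 1.13 and BCKDHB at 1.07 (adjusted p = 4.74e-08, and adjusted p = 0.0574 with an estimated correlation). Oxidative phosphorylation was higher in 16 genes of 17, 16 adjusted over the list alone, with NDUFS1 at 0.86 (adjusted p = 1.02e-06, and adjusted p = 0.172 with an estimated correlation). The ACTB 3' minus 5' difference, 1.148 and 1.019 on the untreated adipocyte arrays and 0.848 and 0.913 on the untreated stromal arrays, moved with all of these groups. That of GAPDH overlapped between these arrays, at 0.229 and 0.21 against 0.227 and 0.259.

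Over all 14390 genes tested, 7623 differed between the untreated fractions, 4388 higher and 3235 lower in the adipocyte fraction. At 2-fold or more the balance was opposite, with 316 higher and 931 lower. The split of the smaller differences followed the scaling: 57.6% of the called genes were higher in the adipocyte fraction as normalised by the authors and 43.7% after cyclic loess, which moved the median of all genes by −0.096.

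The untreated mixed culture was also read as a blend of both fractions. The blend was solved over 389 genes at least 4-fold apart between the fractions, 22 adipocyte-higher and 367 stromal-higher. The median gene placed the contribution of the adipocyte fraction to the RNA signal at 40.5% (quartiles 36.1% and 45.3%). It was 39.3% with insulin, 36.9% with TNF and 39.7% with both, where the replicates gave 43.5% and 34.9%. These medians rest mostly on the stromal-higher genes, which gave 40.6%, 39%, 36.7% and 39.3% in that order, while the 22 adipocyte-higher genes gave 40.3%, 46.5%, 37.8% and 45.8%. This is a share of RNA signal, not of cells. It is the share of the adipocyte fraction as isolated, so any adipocyte RNA in the stromal fraction counts as stromal.

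The series labels say that TNF was given to make the cells insulin resistant. In the adipocyte fraction chemokine, complement and interferon-stimulated genes rose steeply and lipid genes fell modestly. LBP, the carrier protein of bacterial lipopolysaccharide, rose 10.3-fold from 8.54 ± 0.09 to 11.91 ± 0.05 (SE 0.0593 on the log2 scale, adjusted p = 3.64e-15). CCL5, a chemokine that draws T cells, rose from near background (4.96 ± 0.34) to 8.72 ± 0.01, and CFB, a component of the alternative complement pathway, 11.2-fold (adjusted p = 3.84e-13). CCN2 rose 28.5-fold from 5.61 ± 0.32 to 10.44 ± 0.00, and CCN1, another matricellular factor, 16.6-fold (adjusted p = 2.04e-13). GPAT3 fell to near background (7.19 ± 0.02 to 4.75 ± 0.01, adjusted p = 1.29e-11). Among the other large changes, with levels not given here, MT1M stood at 3.61, LINC02996 at −2.28, GLYCTK at −2.16, TRDV3 at −2.09 and ADGRG2 at −2.03. ARG2, the mitochondrial arginase, fell by 1.75, SLC7A10, an amino acid transporter of adipocytes, by 1.61, and ACVR1C, an activin-like receptor, by 1.61. TNFAIP3 and NFKBIA, feedback inhibitors of NF-kB, rose by 1.02 and 0.56. SLC2A4, the insulin-responsive glucose transporter, fell by 0.87 to near background, PPARG by 0.38 and ADIPOQ by 0.24, while IL6 was 0.68 apart (SE 0.276, adjusted p = 0.0704) and not called.

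Transcripts of stromal cells stood higher in the treated adipocyte fractions. For 81 genes at least 8-fold higher in the stromal fraction, the level in the adipocyte fraction was a median 4.53% of the stromal level untreated, 6.98% with insulin, 11.4% with TNF and 17.9% with TNF and insulin (14.2% and 23.2% in the replicates). Of these 81 genes 71 rose with TNF in the adipocyte fraction. An alternative chosen after seeing the data took the excess stromal share out of each treated adipocyte array, and is called the levelled value here. It assumes the same excess share for every stromal gene on an array, although the gain with TNF differed 5.43-fold between the 5th and 95th percentiles of the 81 genes, so a single gene can be corrected too much or too little and its lost call rests on that assumption. Levelled, CCN4 stood at −0.16 (adjusted p = 0.804) instead of 3.22 and CEMIP, a hyaluronan-degrading protein, at 0.96 (adjusted p = 0.264) instead of 3.25, and neither was called. LEP went from a rise of 0.74 to −0.46 (adjusted p = 0.0834). The rise of LEP was not called without adipocyte untreated replicate 1 (adjusted p = 0.0841) or adipocyte TNF replicate 1 (adjusted p = 0.0581). THY1 went from a rise of 1.04 to −0.34. CXCL6 went from 3.99 to 2.50, CXCL1 from 3.28 to 2.54, CCL5 from 3.76 to 3.09 and CCN2 from 4.83 to 4.11. Untreated CCN4, CXCL6 and CCL5 were near background in this fraction.

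**Figure D2:**
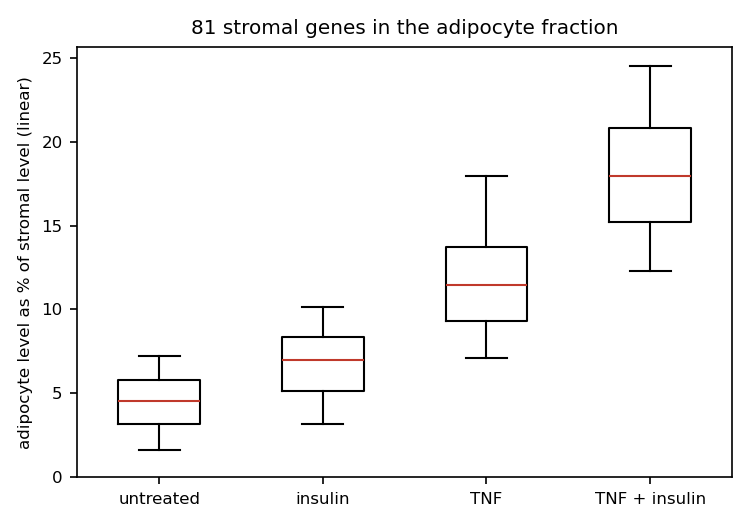
Expression in the adipocyte fraction as a percentage of that in the stromal fraction of the same treatment (vertical axis, linear scale) for 81 stromal genes under each treatment (line, median; box, quartiles; whiskers, 5th and 95th percentiles). The median rises from 4.53% untreated to 17.9% with TNF and insulin.

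The interferon response had 17 of its 19 genes up with TNF in the adipocyte fraction, 17 adjusted over the list alone, such as MX1 (2.93) and IFI44L (2.70), antiviral effectors, IFI44L starting near background, with adjusted p = 7.41e-17. All 10 genes of class I antigen presentation rose, 10 adjusted over the list alone, with the immunoproteasome subunit PSMB9 at 2.64 from near background (adjusted p = 6.97e-12). Acute phase and complement genes rose in 8 cases of 10 and in 9 adjusted over the list alone, with C1R at 1.99 and C3 at 1.37 (adjusted p = 2.28e-09). Chemokines rose in 13 of 16, and in 14 adjusted over the list alone, with a median of 2.18 (adjusted p = 1.68e-15). Levelled, 11 chemokines were called, with a median of 1.42, CXCL8 at 2.14 instead of 3.20 and CCL2 at 1.48 instead of 2.96. Their list was still called (adjusted p = 2.55e-10). Among 17 NF-kB targets 11 rose and 1 fell, or 14 and 1 adjusted over the list alone, with VCAM1 up by 1.54 and SOD2, the mitochondrial superoxide dismutase, down by 0.98. Their adjusted p was 2.44e-06, and adjusted p = 0.106 with an estimated correlation. Immediate early genes rose in 12 of 23 and fell in 1, or 14 and 2 adjusted over the list alone, with FOS at 2.31 and JUNB at 1.74 (adjusted p = 1.81e-07).

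Matrix and contractile genes rose along with the stromal signal, which went from 4.53% to 11.4% of the stromal level. Of 18 matrix genes 14 rose and 1 fell, counts unaltered at 14 and 1 when adjusted over the list alone, with COL1A1 at 2.95 and FN1 at 2.16 (adjusted p = 7.17e-12, and adjusted p = 0.141 with an estimated correlation). Levelled, 10 rose and the median went from 1.55 to 0.41, and the list was still called (adjusted p = 1.73e-05). Of 11 contractile genes 8 rose, or 8 with 1 lower adjusted over the list alone (adjusted p = 6.56e-10), and levelling took the median from 1.02 to 0.46 and TAGLN from 1.89 to 0.46. Levelled, 8 still rose and 1 fell, and the list (adjusted p = 7.65e-06) and TAGLN (adjusted p = 0.00223) were still called.

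Adipocyte markers fell with TNF in 15 of 22 and LEP alone rose, or 16 and 1 adjusted over the list alone, with CIDEA at −1.23 and DGAT2, the last step of triglyceride synthesis, at −0.65 (adjusted p = 1.07e-06, and adjusted p = 0.206 with an estimated correlation). Fatty acid and triglyceride synthesis fell in 16 of 18, 16 adjusted over the list alone, with THRSP at −0.78 and ACLY at −0.65 (adjusted p = 5.05e-08, and adjusted p = 0.207 with an estimated correlation). Lipolysis and lipid droplet genes fell in 7 of 9, 7 adjusted over the list alone, with ABHD5 at −0.86 and LIPE at −0.48 (adjusted p = 9.6e-05, and adjusted p = 0.113 with an estimated correlation). Of 16 insulin signalling genes 11 fell and 2 rose, as also when adjusted over the list alone (11 and 2). INSR, the receptor, stood at −0.68, IRS1 at −0.58, and SOCS3, an inhibitor of the pathway, at 1.76 (adjusted p = 0.00179, and adjusted p = 0.187 with an estimated correlation). In all 4805 genes changed with TNF in the adipocyte fraction, 2155 up and 2650 down, of which 272 rose and 49 fell 2-fold or more. After cyclic loess 58.6% of the called genes rose, against 44.8% before. The ACTB 3' minus 5' difference was 1.148 and 1.019 on the untreated and 0.989 and 0.919 on the TNF arrays, and that of GAPDH was 0.229 and 0.21 against 0.128 and 0.152.

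The stromal fraction gave the same comparison in the cells that pellet. CCL5 rose 42.6-fold from 5.92 ± 0.07 to 11.33 ± 0.05 (SE 0.144 on the log2 scale, adjusted p = 2.01e-12) and IL32, an inflammatory cytokine, 14.2-fold (adjusted p = 4.37e-11). CYP7B1, an oxysterol hydroxylase, rose by 3.02, FOS by 2.96, CXCL11 by 2.89 from near background and STC1, a secreted glycoprotein, by 2.58. IL6 rose by 1.93 (adjusted p = 6.8e-05) and LEP by 2.03. FMO1, a flavin monooxygenase, fell by 1.97 to near background, KCNIP2, a potassium channel partner, by 1.94, SLC7A10 by 1.82 and EMCN, a sialomucin, by 1.73. ADIPOQ fell by 0.39 and PPARG by 0.49, while SLC2A4 was at −0.23 (adjusted p = 0.529) and not called.

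All 19 interferon response genes rose in the stromal fraction, 19 adjusted over the list alone (MX1 2.37, adjusted p = 9.9e-22), as did all 10 class I genes, 10 adjusted over the list alone (adjusted p = 2.14e-14). Chemokines rose in 12 of 16, or in 13 with 1 lower adjusted over the list alone (adjusted p = 3.76e-10, and adjusted p = 0.0752 with an estimated correlation). Immediate early genes rose in 16 of 23 and fell in 2, or 18 and 2 adjusted over the list alone, with EGR1 at 2.33 (adjusted p = 4.21e-12). Glycolysis and glucose uptake rose in 12 of 17 and fell in 2, or 12 and 3 adjusted over the list alone, with PFKP at 1.19 and PKM at 1.05 (adjusted p = 6.16e-07, and adjusted p = 0.0525 with an estimated correlation). Matrix metalloproteinases went both ways, 5 of 13 up and 3 down, or 5 and 3 adjusted over the list alone. MMP10 stood at 2.39 from near background, MMP3 at 2.18 and MMP13 at −1.10, with adjusted p = 0.0443 for the list, 0.0514 after cyclic loess, 0.0674 levelled, and adjusted p = 0.273 with an estimated correlation. Adipocyte markers fell in 17 of 22 and rose in 2, or 18 and 2 adjusted over the list alone, with CIDEC at −1.32 and CEBPA at −1.19 (adjusted p = 1.81e-13, and adjusted p = 0.0695 with an estimated correlation). Fatty acid and triglyceride synthesis fell in 16 of 18, 16 adjusted over the list alone, with FASN at −0.77 (adjusted p = 3.79e-13, and adjusted p = 0.101 with an estimated correlation). FOXO targets fell in 10 of 18 and rose in 3, or 10 and 3 adjusted over the list alone (adjusted p = 0.00042). The test called 3282 genes, 1676 up and 1606 down. Along with these lists the ACTB 3' minus 5' difference went from 0.848 and 0.913 untreated to 0.736 and 0.696 with TNF, and that of GAPDH from 0.227 and 0.259 to 0.181 and 0.118.

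In the mixed culture TNF raised CCL5 43.2-fold (5.46 ± 0.04 to 10.89 ± 0.08, adjusted p = 1.9e-12) and IL32 13-fold. MX1 rose by 2.74, CTSS, a lysosomal protease, by 2.33, and GPAT3 fell by 1.62 and EGR3 by 1.60, both to near background, and ADIPOQ fell by 0.45. SLC2A4 was at −0.27 (adjusted p = 0.426) and not called. IL6 rose by 1.11 (adjusted p = 0.00781), but was not called without mixed untreated replicate 2 (0.78, adjusted p = 0.119) or without mixed TNF replicate 2 (1.04, adjusted p = 0.0523). Interferon genes rose in 18 of 19, or in 19 adjusted over the list alone (adjusted p = 6.89e-23), and class I genes in 10 of 10, 10 adjusted over the list alone (adjusted p = 2.13e-15). Adipocyte markers fell in 17 of 22 and rose in 1, or 18 and 1 adjusted over the list alone (adjusted p = 2.83e-12, and adjusted p = 0.0769 with an estimated correlation). Immediate early genes rose in 7 of 23 and fell in 4, or 10 and 4 adjusted over the list alone (adjusted p = 0.018, and adjusted p = 0.34 with an estimated correlation). FOS in the TNF-treated mixed culture was at 6.29 ± 0.15, against 11.24 ± 0.03 in the adipocyte and 10.22 ± 0.03 in the stromal fraction. In the mixed culture 3323 genes changed, 1619 up and 1704 down, but after cyclic loess 1864 up and 1477 down. The ACTB 3' minus 5' difference moved with these genes, from 0.942 and 0.908 untreated to 0.716 and 0.682 with TNF, and that of GAPDH from 0.165 and 0.187 to 0.111 and 0.082.

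**Figure D3:**
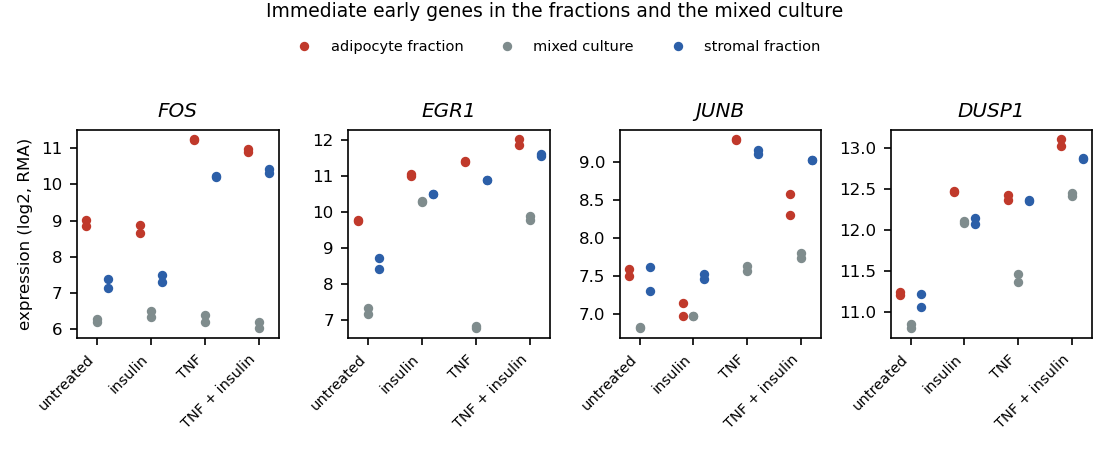
Log2 expression (vertical axes) of FOS, EGR1, JUNB and DUSP1 on each array (points) under the 4 treatments in the 3 preparations. With TNF, FOS stands at 6.29 in the mixed culture, below 11.24 in the adipocyte and 10.22 in the stromal fraction.

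The TNF responses of both fractions overlapped and also differed. They shared 914 raised genes, where 251 would be shared by chance, and 975 lowered genes, where 295.8 would be, while 179 genes were called in opposite directions. The difference itself was called for 1730 genes, 901 with the more positive change in the adipocyte fraction and 829 in the stromal fraction. That balance followed the settings, at 1040 and 523 after cyclic loess and at 732 and 908 when levelled, and 70 of the 81 stromal genes were among those more positive in the adipocyte fraction. Without stromal untreated replicate 1 it was 1071, and without stromal TNF replicate 1 it was 1057. CCN2 (3.32), COL1A1 (2.87), POSTN (2.54) and IBSP (2.50), a bone matrix protein, changed more positively in the adipocyte fraction, and levelled POSTN stood at −0.16 (adjusted p = 0.901). POSTN and IBSP were near background in the untreated adipocyte fraction. DNER, a Notch ligand (−2.44), MMP12 (−2.37), CXCL11 (−2.34) and MMP10 (−2.10) changed more positively in the stromal fraction, and were near background in both untreated fractions and in the TNF-treated adipocyte fraction. Acute phase and complement genes favoured the adipocyte fraction in 6 of 10, 6 adjusted over the list alone, with C1R at 1.96 and CFB at 1.84 (adjusted p = 2.77e-07). Matrix genes did so in 12 of 18, or 14 adjusted over the list alone (adjusted p = 3.41e-14, and adjusted p = 0.105 with an estimated correlation), but in 7 when levelled (adjusted p = 1.26e-05 for the list). Chemokines went 8 one way and 2 the other, or 10 and 2 adjusted over the list alone (adjusted p = 5.57e-07, and adjusted p = 0.141 with an estimated correlation), and levelled their list was not called (adjusted p = 0.149). Cholesterol synthesis and uptake had 7 of 15 genes with the lower change in the adipocyte fraction, or 11 adjusted over the list alone, with SQLE and HMGCS1 at −0.72 (adjusted p = 7.97e-06, and adjusted p = 0.142 with an estimated correlation).

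**Figure D4:**
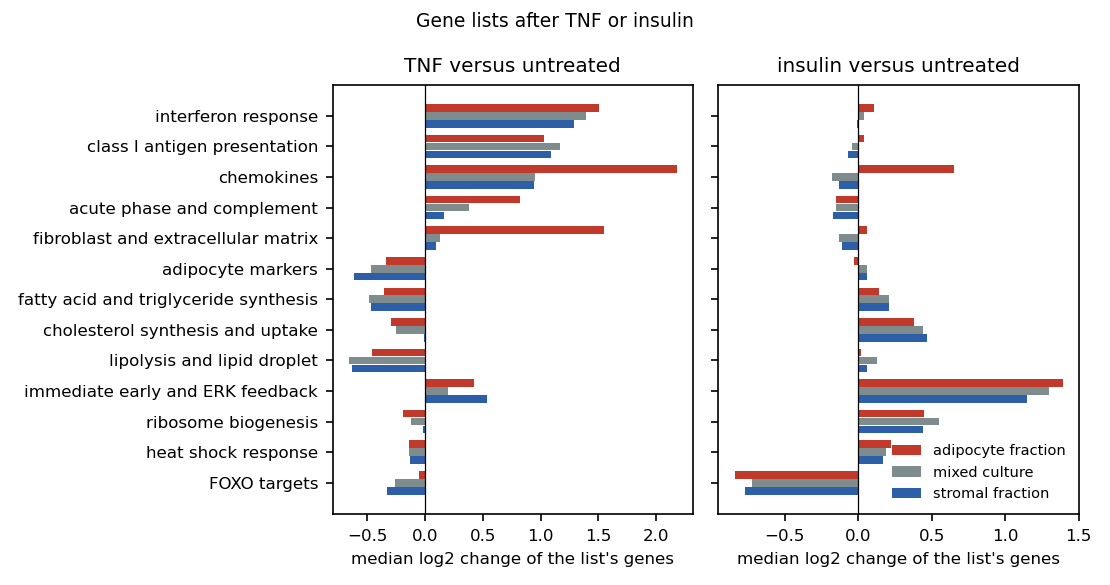
Median log2 change (horizontal axes) of 13 gene lists with TNF and with insulin, against untreated, in the 3 preparations (bars). Interferon response genes rise with TNF by medians of 1.51, 1.29 and 1.39 in the adipocyte fraction, stromal fraction and mixed culture, and immediate early genes rise with insulin by 1.39, 1.15 and 1.30.

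Insulin was added to see which transcripts respond to the hormone in each preparation. In the adipocyte fraction transcription factors and feedback genes of growth factor signalling rose within hours and targets of the FOXO factors fell. EGR3, a transcription factor, rose 14.9-fold from 6.88 ± 0.08 to 10.77 ± 0.03 (SE 0.15 on the log2 scale, adjusted p = 2.7e-11). CCN1 rose by 3.36 and RBM24 by 3.35 from near background. IER3, an early response gene, rose by 2.92 (adjusted p = 7.32e-15), SPRY4, an inhibitor of ERK signalling, by 2.96, ATF3, a stress-responsive factor, by 2.90, and SERPINB9, an inhibitor of granzyme B, by 2.57. HMGB2, a chromatin protein, fell 14.1-fold from 9.02 ± 0.11 (log2 change −3.82, SE 0.1, adjusted p = 2.93e-13). A dimmer probe set for HMGB2 stood at −0.11, but with a mean of 4.11 it was near background and cannot test that fall. CCNG2, a cyclin raised in arrested cells, fell 6.97-fold, and DEPP1, a FOXO target, by 2.40. PDK4, which shuts pyruvate out of oxidation, fell 4.39-fold from 11.95 ± 0.13 to 9.82 ± 0.01. DDIT4, an inhibitor of mTORC1, fell by 1.99 and FBXO32, a ubiquitin ligase subunit, by 2.07. SREBF1, the lipogenic regulator, rose by 0.47 (adjusted p = 0.000119). HK2, a hexokinase, rose by 0.35 (adjusted p = 0.0011), and by 0.32 to 0.37 with 1 array left out. Its change after TNF was −0.35, so the average of 0.00 over cultures with and without TNF does not test that rise. IRS2 fell by 0.24 (adjusted p = 0.022), and was not called without adipocyte untreated replicate 1 or adipocyte insulin replicate 2 (adjusted p up to 0.229). PCK1 was at −0.02 (adjusted p = 0.907) and not called.

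Immediate early genes rose with insulin in 19 of 23 and fell in 1 in the adipocyte fraction, and FOXO targets fell in 15 of 18 with none raised. When adjusted over the list alone these were 19 and 1, and 15. The adjusted p was 1.17e-23 for the first list and 5.8e-19 for the other. Ribosome biogenesis rose in 10 of 12, or 11 adjusted over the list alone, with NOP2 at 0.90 and NOLC1 at 0.83 (adjusted p = 1.99e-08). Cholesterol synthesis and uptake rose in 11 of 15, 11 adjusted over the list alone, with MVD at 0.78 and IDI1 at 0.73 (adjusted p = 1.6e-06, and adjusted p = 0.113 with an estimated correlation). Heat shock genes rose in 5 of 8, 5 adjusted over the list alone, with DNAJB1 at 1.34 and HSPH1 at 0.92 (adjusted p = 0.000106, and adjusted p = 0.0516 with an estimated correlation). Chemokines rose in 11 of 16, 11 adjusted over the list alone, with CCL20 at 2.24 (adjusted p = 2.16e-06, and adjusted p = 0.163 with an estimated correlation). The stromal signal stood at a median 6.98% in these arrays against 4.53% untreated, and levelled 5 chemokines rose and CCL2 went from 1.00 to 0.13 (adjusted p = 0.545). The levelled chemokine list was still called (adjusted p = 0.0403). Contractile genes rose in 6 of 11, 6 adjusted over the list alone (adjusted p = 3.12e-05, and adjusted p = 0.133 with an estimated correlation), but levelled their list was not called (adjusted p = 0.154), with TAGLN at 0.14 instead of 1.01. The count was 3048 genes, 1770 up and 1278 down. Fitted on the arrays of the adipocyte fraction alone it was 1995, 1283 up and 712 down. The ACTB 3' minus 5' difference was 0.96 and 0.952 with insulin against 1.148 and 1.019 untreated. That of GAPDH overlapped, at 0.202 and 0.232 with insulin against 0.229 and 0.21 untreated.

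In the stromal fraction EGR3 rose 19-fold with insulin (5.99 ± 0.03 to 10.23 ± 0.02, adjusted p = 3.76e-11), SERPINB9 by 2.17, BHLHE40, a repressor of the circadian clock, by 1.97, and EGR1 by 1.93. DEPP1 fell 7.75-fold (adjusted p = 4.23e-12), HMGB2 by 2.93, PDK4 by 2.20 and BCL2L11, a promoter of apoptosis, by 1.28. SREBF1 rose by 0.68 and HK2 by 0.41, and PCK1 by 0.34 (adjusted p = 0.0095), a call that was lost without stromal untreated replicate 2 (adjusted p = 0.0757). Immediate early genes rose in 17 of 23 and fell in 1, or 19 and 1 adjusted over the list alone (adjusted p = 1.17e-23), and FOXO targets fell in 16 of 18 and rose in 1, as also adjusted over the list alone (adjusted p = 5.3e-18). Cholesterol synthesis and uptake rose in 12 of 15, or 14 adjusted over the list alone, with IDI1 at 1.10 and HMGCS1 at 1.04 (adjusted p = 1.59e-14). Ribosome biogenesis rose in 9 of 12, 9 adjusted over the list alone (adjusted p = 2.9e-10). Fatty acid and triglyceride synthesis rose in 10 of 18, 10 adjusted over the list alone, with THRSP at 1.05 and PNPLA3 at 0.93 (adjusted p = 1.97e-08, and adjusted p = 0.195 with an estimated correlation). The test called 2633 genes, 1383 up and 1250 down, but 1614 and 1608 without stromal untreated replicate 1 or 2 and 1595 without stromal insulin replicate 1. The ACTB 3' minus 5' difference was 0.753 and 0.818 with insulin against 0.848 and 0.913 untreated, and that of GAPDH 0.221 and 0.22 against 0.227 and 0.259.

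In the mixed culture EGR3 rose 18-fold with insulin (6.33 ± 0.09 to 10.50 ± 0.01), EGR1 by 3.06, ATF3 by 2.70 and SOX9, a regulator of chondrogenesis, by 2.18. HMGB2 fell by 3.19, DEPP1 by 2.70, EFNA1, an ephrin ligand, by 2.00, and FBXO32 fell by 1.77. Immediate early genes rose in 19 of 23, 19 adjusted over the list alone (adjusted p = 4.05e-27). FOXO targets fell in 15 of 18, or 16 with 1 higher adjusted over the list alone (adjusted p = 7.79e-18). Cholesterol synthesis and uptake rose in 11 of 15, or 12 adjusted over the list alone (adjusted p = 7.89e-11). The 2708 genes called, 1809 up and 899 down, were 1605 up and 1207 down after cyclic loess. The ACTB 3' minus 5' difference was 0.807 and 0.842 with insulin against 0.942 and 0.908 untreated. That of GAPDH overlapped, at 0.117 and 0.167 against 0.165 and 0.187. The count of genes became 1715 without mixed untreated replicate 1 and 1790 without mixed insulin replicate 1.

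**Figure D5:**
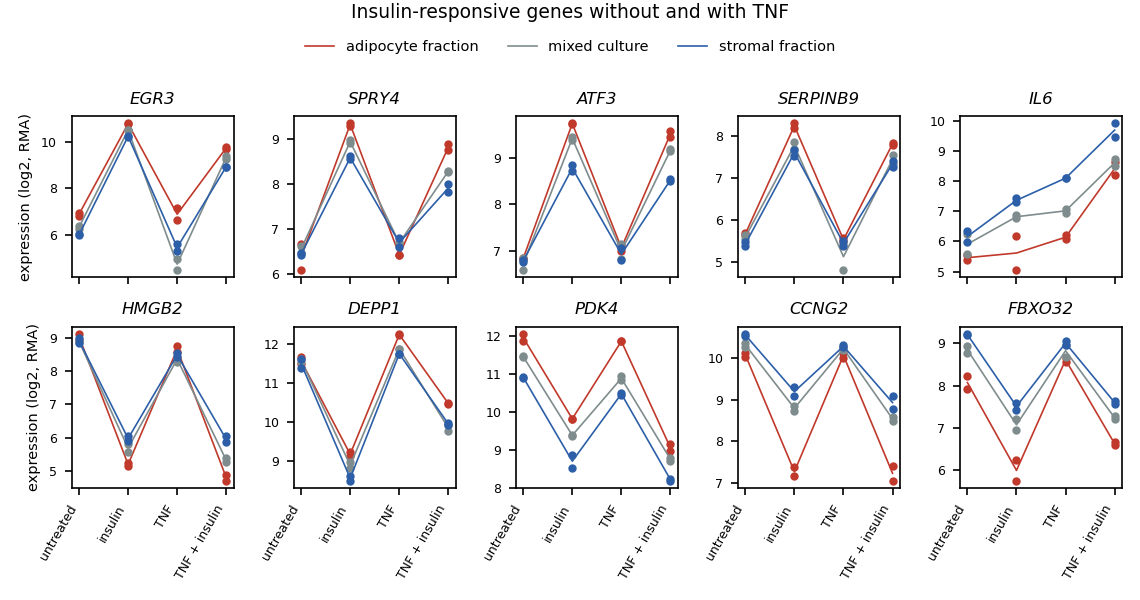
Log2 expression (vertical axes) of 10 genes on each array (points) across the 4 treatments in the 3 preparations, with lines joining the means of 2 arrays. EGR3 rises with insulin in the adipocyte fraction from 6.88 to 10.77, and HMGB2 changes from 9.02 by −3.82.

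After TNF, the genes that insulin changed overlapped with those it changed without TNF, both for raised and for lowered genes. Whether raised or lowered genes overlapped more was not tested. In the adipocyte fraction 3134 genes changed against TNF alone, and 1255 of the 1770 genes raised by insulin without TNF were raised again, where 231.9 would be by chance. Of the 1278 lowered genes 645 were lowered again, where 110.9 would be by chance, and 14 genes were called in opposite directions. EGR3 rose by 2.85, IER3 by 2.87, HBEGF, a ligand of the EGF receptor, by 2.45 and CCL20 by 2.59, and HMGB2 fell by 3.85 to near background, CCNG2 by 2.82 and PDK4 by 2.80. HK2, which had risen without TNF, fell by 0.35 (adjusted p = 0.00111), but stood at 0.06 when all its probe sets were averaged. SREBF1 rose by 0.23 (adjusted p = 0.0286), and was not called when any 1 of the 4 arrays compared was left out (adjusted p from 0.0617 to 0.152). FOXO targets fell in 15 of 18, 15 adjusted over the list alone (adjusted p = 3.55e-18), and immediate early genes rose in 18 of 23 and fell in 3, as also adjusted over the list alone (adjusted p = 1.72e-16). The stromal signal stood at 17.9% in these arrays against 11.4% with TNF alone. Chemokines rose in 11 of 16, or 13 adjusted over the list alone (adjusted p = 3.92e-06, and adjusted p = 0.172 with an estimated correlation), but levelled the list was not called (adjusted p = 0.0581) and CCL2 went from a rise of 0.76 to a fall of 0.60 (adjusted p = 0.00256).

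After TNF the stromal fraction changed in 2458 genes with insulin and the mixed culture in 2853. In the stromal fraction 1084 of 1383 genes were raised again and 472 of 1250 lowered again, where 156.9 and 71.7 would be by chance. In the mixed culture these were 1277 of 1809 and 475 of 899, where 224.4 and 66.7 would be by chance. EGR3 rose by 3.48 in the stromal fraction and by 4.60 from near background in the mixed culture, HBEGF by 2.24 and 2.25, and HMGB2 changed by −2.53 and −3.03. IL6 rose by 1.60 in the stromal fraction (adjusted p = 0.000666). The ACTB 3' minus 5' difference went from 0.736 and 0.696 to 0.593 and 0.674 in the stromal fraction and from 0.716 and 0.682 to 0.659 and 0.653 in the mixed culture. In the same order that of GAPDH went from 0.181 and 0.118 to 0.13 and 0.186, and from 0.111 and 0.082 to 0.107 and 0.054. FOXO targets fell in 16 of 18 in the stromal fraction, or 16 with 1 higher adjusted over the list alone (adjusted p = 3.64e-19). They fell in 13 in the mixed culture, or 13 with 1 higher adjusted over the list alone (adjusted p = 3.29e-15). Ribosome biogenesis rose in 10 of 12 in each, or in 11 in the stromal fraction and 10 in the mixed culture adjusted over the list alone (adjusted p = 2.37e-12 and 7.74e-11). The stromal count was 1508 without stromal TNF replicate 1, 1508 without replicate 2 and 1507 without stromal TNF and insulin replicate 2, and the mixed count was 1833 without mixed TNF replicate 1 and 1807 without mixed TNF and insulin replicate 2.

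The interaction asked whether TNF alters the insulin response. Few genes were called: 162 in the adipocyte fraction, 39 in the stromal fraction and 49 in the mixed culture. The genes that insulin changed at least 2-fold, averaged over cultures with and without TNF, numbered 190, 106 and 123. Their median absolute change was 1.34 without and 1.35 with TNF in the adipocyte fraction, 1.22 and 1.21 in the stromal fraction and 1.35 and 1.28 in the mixed culture. Gene by gene the change was smaller with TNF for 52.1%, 62.3% and 59.3% of them, with median differences of −0.04, −0.10 and −0.06. In the adipocyte fraction the insulin change was lower after TNF for CCN1 (−1.98, adjusted p = 3.42e-06), for RBM24, an RNA-binding protein near background without insulin (−1.68), and for PPP1R3B, which targets phosphatase to glycogen (−1.44). IL6 went the other way at 2.12 (SE 0.39, adjusted p = 0.0166), from means of 5.46 and 5.62 without TNF to 6.14 and 8.42 with it. The IL6 call was lost without adipocyte TNF replicate 2 or adipocyte TNF and insulin replicate 2 (adjusted p up to 0.0664). Immediate early genes were lower in 6 of 23, or 11 with 1 higher adjusted over the list alone, with JUN at −1.33 and EGR3 at −1.04 (adjusted p = 5.57e-07, and adjusted p = 0.0556 with an estimated correlation). In the stromal fraction EGR1 stood at −1.25, CHI3L1, a chitinase-like glycoprotein, at −1.23 and DEPP1 at 1.15 (adjusted p = 0.000231), and 4 immediate early genes were lower and 1 higher, or 10 and 2 adjusted over the list alone (adjusted p = 2.22e-10). With TNF alone EGR1 already stood at 11.40 in the adipocyte and 10.89 in the stromal fraction, against 9.75 and 8.55 untreated, whereas in the mixed culture it went from 7.24 to 6.81. In the mixed culture none of the 23 was called, or 5 lower adjusted over the list alone (adjusted p = 0.000362, and adjusted p = 0.146 with an estimated correlation), and EGR1 rose with insulin by 3.06 without and 3.02 with TNF. There CHI3L1 stood at −1.55, FLVCR1, a haem exporter, at −1.25 and FOSL2 at 0.92.

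These interaction counts moved most with the choice of arrays. Fitted on the arrays of 1 preparation alone, limma called 13 genes in the adipocyte fraction, 0 in the stromal fraction (1271 at an unadjusted p below 0.05) and 1 in the mixed culture, and in those fits IL6 had an adjusted p of 0.23. With a variance trend and robust fit the counts were 318, 95 and 93. The adipocyte count became 107 and 74 without adipocyte insulin replicate 1 or 2, 79 and 75 without adipocyte TNF replicate 1 or 2, and 102 without adipocyte TNF and insulin replicate 2. The stromal count became 23 and 21 without stromal untreated replicate 1 or 2, 20 without stromal insulin replicate 1, 19 and 17 without stromal TNF replicate 1 or 2, and 15 without stromal TNF and insulin replicate 1. The mixed count became 14 and 29 without mixed untreated replicate 1 or 2, 25 and 23 without mixed insulin replicate 1 or 2, 23 without mixed TNF replicate 1, and 23 and 28 without mixed TNF and insulin replicate 1 or 2.

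Between the fractions, the insulin response differed for 294 genes, 228 with the more positive change in the adipocyte fraction and 66 with the more negative. Levelled these were 154 and 61, and 28 of the 81 stromal genes were among those more positive, with none among the others. The fractions shared 1005 raised genes, where 170.1 would be shared by chance, and 661 lowered ones, where 111 would be. ADAMTS1, a secreted protease (2.98), CCN1 (2.96) and PLK2, a stress-induced kinase (2.08), changed more positively in the adipocyte fraction, and CREBRF (−1.46) and CCNG2 (−1.45) more negatively. Contractile genes favoured the adipocyte fraction in 4 of 11, or 6 adjusted over the list alone (adjusted p = 3.18e-11), and in 3 when levelled (adjusted p = 0.00251 for the list). Chemokines did so in 7 of 16, or 10 adjusted over the list alone (adjusted p = 1.33e-12, and adjusted p = 0.0504 with an estimated correlation), and in 3 when levelled (adjusted p = 4.54e-05 for the list). The count became 183 and 195 without adipocyte insulin replicate 1 or 2, 161 and 180 without stromal untreated replicate 1 or 2, and 162 without stromal insulin replicate 1. Fitted on the arrays of these fractions alone it was 176.

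The study named genes by histone acetylation or by binding of a transcription factor, and because it chose those lists itself, their counts are not independent evidence. The genes bound by C/EBPα or HSF-1 are the examples its text names out of far longer sets, so these tests speak for the examples alone. Of 7 genes it named as bound by C/EBPα 6 were higher in the untreated adipocyte fraction, 6 adjusted over the list alone (adjusted p = 0.00864, and adjusted p = 0.259 with an estimated correlation). Of 8 named as bound by HSF-1, 3 rose with insulin in the adipocyte fraction, or 4 adjusted over the list alone, with the phosphatase DUSP1 at 1.24 and the chaperone HSPH1 at 0.92 (adjusted p = 0.000405, and adjusted p = 0.0653 with an estimated correlation). Of the 9 homeobox genes tested, fewer than the study named, 5 rose and 1 fell with insulin there, or 6 and 1 adjusted over the list alone. HOXB2 stood at 0.93 and IRX5 at 0.66 (adjusted p = 0.0103 for the list, and adjusted p = 0.102 with an estimated correlation), and levelled the list was not called (adjusted p = 0.0508). Over all 525 pairs of a list and a comparison, 180 were called with the preset correlation and 46 with an estimated correlation. The calls given here with no second p, among them interferon response and class I genes with TNF and immediate early, FOXO and ribosome biogenesis genes with insulin, held with both.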

Values the study reported

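The study gave a differentiation efficiency of 61% ± 4% for its cultures, with about 54% of the cells positive for PPARγ. Judging by eye with a microscope, it put mature adipocytes at what seemed to be 90% or more of the purified cells. In adipocytes it counted 10,215 genes with acetylation of histone H3 at lysine 56, 5,818 genes bound by C/EBPα, 5,340 bound by E2F4 and 174 bound by HSF-1.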

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

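Tests of the array ceiling, of adipocyte RNA in the pellet, of array scaling, of handling, of induction in stromal cells and of a uniform stromal share, as well as levelling, were chosen only after the result was seen. The results listed first differ between groups by a test of the difference itself. The TNF by insulin interaction was called for 162 genes in the adipocyte fraction, 39 in the stromal fraction and 49 in the mixed culture. The TNF effect differed between the fractions for 1730 genes and the insulin effect for 294.

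Fitted on the arrays of 1 preparation alone, the interaction counts were 13, 0 and 1 with limma, the 0 in the stromal fraction standing beside 1271 genes at an unadjusted p below 0.05. In the adipocyte fraction the change with insulin was greater after TNF for IL6 (2.12), KRTAP1-5 (1.95), RGS4 (1.23) and VEPH1 (1.20), and lower for CCN1 (−1.98), RBM24 (−1.68), PPP1R3B (−1.44) and TFPI2 (−1.39). KRTAP1-5, RBM24 and TFPI2, like RBM24 in the other preparations and GRAMD2A in the mixed culture, had at least 1 of the groups compared near background (under a log2 value of 5). The IL6 call was lost without adipocyte TNF replicate 2 or adipocyte TNF and insulin replicate 2 (adjusted p up to 0.0664). Levelled, RGS4 (0.37, adjusted p = 0.262) and TFPI2 (−1.28, adjusted p = 0.256) were not called. In the stromal fraction DEPP1 (1.15), B3GNT5 (1.14), FOSL2 (0.95) and ARHGEF26 (0.72) had the greater change, and EGR1 (−1.25), CHI3L1 (−1.23), RUSC1-AS1 (−1.20) and RBM24 (−1.09) the lower. B3GNT5 was not called without any stromal array but TNF replicate 1 (adjusted p up to 0.159), ARHGEF26 without any but untreated replicate 2 (up to 0.176), and RBM24 without any but insulin replicate 1 and TNF replicate 1 (up to 0.165). In the mixed culture FOSL2 (0.92), GRAMD2A (0.81), THBS4 (0.72) and DEPP1 (0.67) had the greater change, and CHI3L1 (−1.55), RBM24 (−1.32), FLVCR1 (−1.25) and PPP1R3B (−1.02) the lower. GRAMD2A was not called without any mixed array but the TNF arrays (adjusted p up to 0.131), nor THBS4 without any but insulin replicate 1 (up to 0.169). DEPP1 was lost without untreated replicate 1, insulin replicate 2, either TNF replicate or TNF and insulin replicate 1 (up to 0.115), and RBM24 without untreated replicate 1, insulin replicate 2 or TNF replicate 1 (up to 0.0735).

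Between the fractions the TNF change was more positive in the adipocyte fraction for CCN2 (3.32), COL1A1 (2.87), POSTN (2.54) and IBSP (2.50), and in the stromal fraction for DNER (−2.44), MMP12 (−2.37), CXCL11 (−2.34) and MMP10 (−2.10). Levelled, POSTN stood at −0.16 (adjusted p = 0.901), and 70 of the 81 stromal genes were called more positive in the adipocyte fraction. The insulin change was more positive in the adipocyte fraction for ADAMTS1 (2.98), CCN1 (2.96), TFPI2 (2.37) and PLK2 (2.08), and in the stromal fraction for CREBRF (−1.46), CCNG2 (−1.45), CIART (−1.14) and KCNE4 (−1.03). POSTN, IBSP, DNER, MMP12, CXCL11, MMP10 and TFPI2 had at least 1 of the groups compared near background. KCNE4 was not called when any 1 of the 8 arrays was left out (adjusted p from 0.0524 to 0.172).

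Stromal genes stood higher in the TNF-treated adipocyte fraction, at 11.4% of the stromal level against 4.53% untreated over 81 genes. Genes picked on the TNF and insulin arrays alone still rose by a median of 1.03 (6 of 6 genes), against a choice of genes on the same untreated arrays as the cause, and 35 of the 81 that TNF did not call in the stromal fraction rose by 1.47, against induction in stromal cells. A single share of stromal RNA is not the whole cause either, since the gain per gene differed 5.43-fold between its 5th and 95th percentiles (2.32 and 12.6 points). Whether adipocytes switched these genes on cannot be told apart from carried stromal RNA: the mixed culture changed by 0.108 (interval −0.027 to 0.191) where 0.064 would follow from adipocyte expression. A larger but uneven carry-over of stromal cells or RNA may remain alongside a response of the adipocytes, which the design names and these values leave open.

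Adipocyte markers differed less between the fractions than stromal genes did. A ceiling of the array is not the whole cause, since the 11 markers with a stromal mean below 12 differed by a median of 1.23, a modest amount, and the other 11 by 0.62. Mature adipocyte RNA in the pellet stays open as a cause. Those 11 markers stood at 42.5% of the adipocyte level in the stromal fraction, 1.73 times the limit of 24.6% used for such RNA. That limit is the 20th lowest ratio of stromal to adipocyte level among the called genes, and lower ranks set a tighter one. FAR2, HPGD and PDE3B differed by 2.80, 2.59 and 2.25, against the median of 1.23 for those markers. Such genes leave less room for it as the whole cause, but they are among the most different of all called genes, so the test does not decide. Over all 22 markers the level was 56.4%, a value the ceiling can raise, and the restriction to 11 was made after that value was seen. The paper states that immature adipocytes go to the pellet in its separation. Such cells may add to this, and that was not tested.

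Immediate early genes were lower in the mixed culture than in both fractions, 4, 1, 10 and 8 of 23 genes untreated, with insulin, with TNF and with both, where 0.0767, 0.238, 0.307 and 0.0831 would follow from the share of all genes. After cyclic loess the TNF count was 10, against array scaling as the cause. The share was more than 3 times that of all genes in 4 of 4 treatments, but that restates the pattern and would follow from other causes too. Handling during the separation, which the mixed culture did not go through, therefore cannot be told apart from a response of the cells to losing contact with each other, which was not tested. A response of the cells by either route assumes that they were not fixed before the separation. The paper describes formaldehyde fixation of its cultures before they were detached, and whether this applied to the cells used for RNA is not stated. EGR1 with TNF stood at 6.81 ± 0.05 in the mixed culture and at 11.40 and 10.89 in the adipocyte and stromal fractions.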

How the results depend on the processing

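Among the processing settings levelling was chosen after seeing the data. Where no cause is given the cause was not tested. With limma, the stromal interaction count of 39 was 22 without a filter, 23 with the mean of probe sets, 95 with a trend and robust fit, and 0 (1271 at an unadjusted p below 0.05) on the arrays of that fraction alone, which leave fewer residual degrees of freedom. Trend and robust fitting gave 318 for the adipocyte and 93 for the mixed interaction, and single-preparation fits 13 and 1. Those fits gave 1995 genes for insulin and 1989 for insulin after TNF in the adipocyte fraction. A fit on the adipocyte and stromal arrays alone gave 176 for the insulin difference. Averaging over the other treatments, which uses more arrays, gave 5085 for TNF and 4164 for insulin in the stromal fraction and 4255 for insulin in the mixed culture. Of 180 list tests 46 held with an estimated correlation. Cyclic loess moved the RNA shares to 42.6% untreated, 42.7% with insulin and 38.3% with TNF. A replicate block moved no count by 1.5 times (7614 genes between fractions), and levelling none (4403 for TNF, 3008 for insulin, 3283 for insulin after TNF and 197 for the interaction in the adipocyte fraction, 1640 and 215 for the differences, 167 list tests).

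Reversed values were FABP4 between fractions at 0.00 with cyclic loess. With the mean of probe sets they were CDKN2A −0.02 (TNF, adipocyte), POLR1B 0.00 (TNF, stromal), KLF9 0.03 (TNF, mixed), and HK2 0.06 and ALPL 0.00 (insulin after TNF, adipocyte). Averaged over treatments HK2 was 0.00 (insulin, adipocyte), the mean of a rise without TNF and a fall after it. Levelling gave CCN4 −0.16, LEP −0.46, THY1 −0.34 and MMP3 −0.21 with TNF, PRRX1 −0.09 with insulin, LEP −0.29, PDGFRA −0.29, THBS2 −0.90, ALPL −0.64 and CCL2 −0.60 with insulin after TNF, and POSTN −0.16 for the TNF difference.

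Leaving out 1 array gave 6673 to 6979 genes between fractions. TNF gave 3405 to 3890 in the adipocyte fraction, 2277 to 2430 in the stromal fraction and 2282 to 2679 in the mixed culture. In that order insulin gave 2205 to 2477, 1595 to 1974 and 1715 to 1907, insulin after TNF 2296 to 2587, 1507 to 1991 and 1807 to 2467, and the interaction 74 to 180, 15 to 34 and 14 to 37. The differences between fractions ranged from 1057 to 1465 for TNF and from 161 to 238 for insulin. For the RNA shares a replicate number rather than a single array was left out. They then ranged from 39.6% to 41.1% untreated, 39.2% to 39.9% with insulin, 36.3% to 37.2% with TNF and 34.9% to 43.5% with both. Of the values of named genes with an array left out, 4459 kept their side of the threshold, 638 lost the call and 3 gained it. No called value changed sign, but uncalled values near 0 did. Dim genes near a log2 value of 5 limit what small changes can be seen.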

Other observations

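Leptin followed the stromal fraction rather than the adipocyte fraction. Its gene LEP had means of 7.33 untreated, 7.33 with insulin, 9.36 with TNF and 9.38 with both in the stromal fraction, and of 5.50, 5.64, 6.23 and 6.83 in the adipocyte fraction. In the mixed culture it stood at 6.66, 6.82, 8.67 and 8.79. IL6, an inflammatory cytokine, had means of 6.17, 7.37, 8.10 and 9.69 in the stromal fraction in the same order.

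Endoplasmic reticulum chaperones rose with TNF in 9 of 11 genes in the stromal fraction and in 9 in the mixed culture, 9 in each when adjusted over the list alone. Their adjusted p was 0.000102 and 3.29e-05, and adjusted p = 0.133 and 0.109 with an estimated correlation. Hypoxia response genes rose in 7 of 10 and fell in 2 with TNF in the stromal fraction, as also adjusted over the list alone (7 and 2), with adjusted p = 0.000647, and adjusted p = 0.0752 with an estimated correlation. Cell cycle genes, 15 measured, were called as a list in no comparison of TNF or insulin with untreated, the lowest adjusted p among those being 0.309. Macrophage and leukocyte markers had 1 higher and 1 lower of 5 between the untreated fractions (CD14 1.42, CSF1R −0.30), and endothelial markers 1 lower of 3 (VWF −0.38). Matrix metalloproteinases with TNF in the mixed culture had a median of −0.08 but a mean of 0.55 and an upward test (adjusted p = 0.0149, and adjusted p = 0.183 with an estimated correlation).

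HMGB2 rests on its brightest probe set. The dimmer probe set of HMGB2, with a mean of 4.11 over the 24 arrays, changed with insulin by −0.11, 0.08 and 0.15 in the adipocyte fraction, stromal fraction and mixed culture, where the brighter one gave −3.82, −2.93 and −3.19. Because that mean is near background, the dimmer probe set cannot test the fall seen with the brighter one.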
